# MDA-9/Syntenin regulates differentiation and angiogenesis programs in head and neck squamous cell carcinoma

**DOI:** 10.18632/oncoscience.99

**Published:** 2014-09-18

**Authors:** Regina A. Oyesanya, Shilpa Bhatia, Mitchell E. Menezes, Catherine I. Dumur, Karan P Singh, Sejong Bae, Dean A. Troyer, Robert B. Wells, Edward R. Sauter, David Sidransky, Paul B. Fisher, Oliver J. Semmes, Santanu Dasgupta

**Keywords:** Head and neck suqamous cell carcinoma, MDA-9/Syntenin, differentiation, SPRR1B, VEGFR1

## Abstract

Little is known about the molecular pathways regulating poor differentiation and invasion of head and neck squamous cell carcinoma (HNSCC). In the present study, we aimed to determine the role of MDA-9/Syntenin, a metastasis associated molecule in HNSCC tumorigenesis. Elevated MDA-9/Syntenin expression was evident in 67% (54/81) primary HNSCC tumors (p=0.001-0.002) and 69% (9/13) pre-neoplastic tissues (p=0.02-0.03). MDA-9/Syntenin overexpression was associated with the stage (p=0.001), grade (p=0.001) and lymph node metastasis (p=0.0001). Silencing of MDA-9/Syntenin in 3 poorly differentiated HNSCC cell lines induced squamous epithelial cell differentiation, disrupted angiogenesis and reduced tumor growth *in vitro* and *in vivo*. We confirmed SPRR1B and VEGFR1 as the key molecular targets of MDA-9/Syntenin on influencing HNSCC differentiation and angiogenesis respectively. MDA-9/Syntenin disrupted SPRR1B expression interacting through its PDZ1 domain and altered VEGFR1 expression *in vitro* and *in vivo*. VEGFR1 co-localized with MDA-9/Syntenin in HNSCC cell lines and primary tumor. Downregulation of growth regulatory molecules CyclinD1, CDK4, STAT3, PI3K and CTNNB1 was also evident in the MDA-9/Syntenin depleted cells, which was reversed following over-expression of MDA-9/Syntenin in immortalized oral epithelial cells. Our results suggest that early induction of MDA-9/Syntenin expression influences HNSCC progression and should be further evaluated for potential biomarker development.

## INTRODUCTION

Head and neck squamous cell carcinoma (HNSCC) is the sixth most common malignancy worldwide with an annual incidence of 600,000 cases [1]. In the United States, an estimated 10, 000 deaths result from 50,000 cases per year [1]. Intake of tobacco and related products, alcohol and high-risk human papilloma virus infection were identified as the major risk factors associated with HNSCC [1-2]. Recent studies have linked alterations of CyclinD1/CDKs, RB, TGF-beta, Tp53, EGFR, RAS, PIK3CA, p16, p63 and NOTCH1 signaling pathways with HNSCC proliferation, lack of differentiation, and survival [1]. However, identification of the molecular drivers behind HNSCC invasion and poor differentiation, and understanding their precise role remains largely unknown [1].

MDA-9/Syntenin is a PDZ domain-containing scaffold protein with an emerging role in tumorigenesis in the context of invasion and metastasis [3-4]. Overexpression of MDA-9/Syntenin has been reported in multiple human cancer cell lines, advanced primary tumors associated with increased cell migration/invasion and as a predictor of metastasis of colorectal cancer [3-5]. Cross-talk between MDA-9/Syntenin, c-Src, NF-kB and EGFR favoring invasion and metastasis was demonstrated in melanoma and urothelial carcinomas [3-4]. However, the precise role of MDA-9/Syntenin and its molecular partners in HNSCC progression are largely unknown.

We observed overexpression of MDA-9/Syntenin in pre-neoplastic, primary and metastatic tumors from human HNSCC patients and a positive correlation with HNSCC progression. Silencing of MDA-9/Syntenin expression in 3 established HNSCC cell lines induced squamous epithelial cell differentiation, disrupted angiogenesis and reduced tumor growth *in vitro* and *in vivo*. We confirmed SPRR1B and VEGFR1 as the key molecular partners of MDA-9/Syntenin on influencing HNSCC differentiation and angiogenesis respectively. Downregulation of the growth regulatory molecules CyclinD1, CDK4, STAT3, PI3K and CTNNB1 was also evident in these cells following the silencing of MDA-9/Syntenin. Forced over-expression of MDA-9/Syntenin in immortalized oral epithelial cells resulted in increased cellular proliferation accompanied with enhanced expression of the above growth regulatory molecules, VEGFR1 and decreased expression of SPRR1B. We also identified a number of additional differentiation, angiogenic and receptor tyrosine kinase molecules, which were downmodulated following the silencing of MDA-9/Syntenin in the HNSCC cells. This study reveals a novel role for MDA-9/Syntenin on influencing HNSCC differentiation and angiogenesis in concert with SPRR1B and VEGFR1. MDA-9/Syntenin could be an attractive target to develop early detection and monitoring strategies for HNSCC.

## RESULTS

### Elevated expression of MDA-9/Syntenin in premalignant to malignant HNSCC

HNSCC is a frequently recurring disease with loco-regional relapse and poor differentiation pattern [6]. We recently demonstrated MDA-9/Syntenin as a key component of invasion and metastasis in uroepithelial cell carcinomas [4]. To investigate, whether MDA-9/Syntenin plays any role in the growth and invasion of oral epithelial cell carcinomas, as the first step, we measured MDA-9/Syntenin protein expression in 81 primary HNSCC tumors from various stages including tumors positive for lymph node metastasis (Table S1). All cases were SCC and had corresponding adjacent normal tissues. Immunohistochemistry (IHC) analysis confirmed higher (p=0.001-0.002) expression of MDA-9/Syntenin in 67% (54/81) of the primary tumors (Table S1 and Figure 1A). Two cases (HN41 and HN7, Table S1) had corresponding pre-neoplastic tissue along with their primary tumors where a progressive increase of MDA-9/Syntenin was evident (Figure 1A). We also detected an enhanced level of MDA-9/Syntenin expression (p=0.02-0.03) in 69% (9/13) of the pre-neoplastic squamous epithelium compare to their normal counterpart (Figure 1B). Both nuclear (arrowheads) and cytoplasmic localization of MDA-9/Syntenin was evident in the dysplastic epithelium and the carcinomas (Figure 1A-B). Western blot analysis confirmed elevated expression level of MDA-9/Syntenin (1-4 folds) in 10 primary HNSCC tumors positive for lymph node metastasis, when compared to 3 normal (unpaired) tissues (Figure 1C). MDA-9/Syntenin expression was associated with stage (p=0.001), grade (p=0.001) and lymph node metastasis (p=0.0001) (Figure 1D-F). Thus, MDA-9/Syntenin appears to be elevated and associated with HNSCC progression.

**Figure 1:**
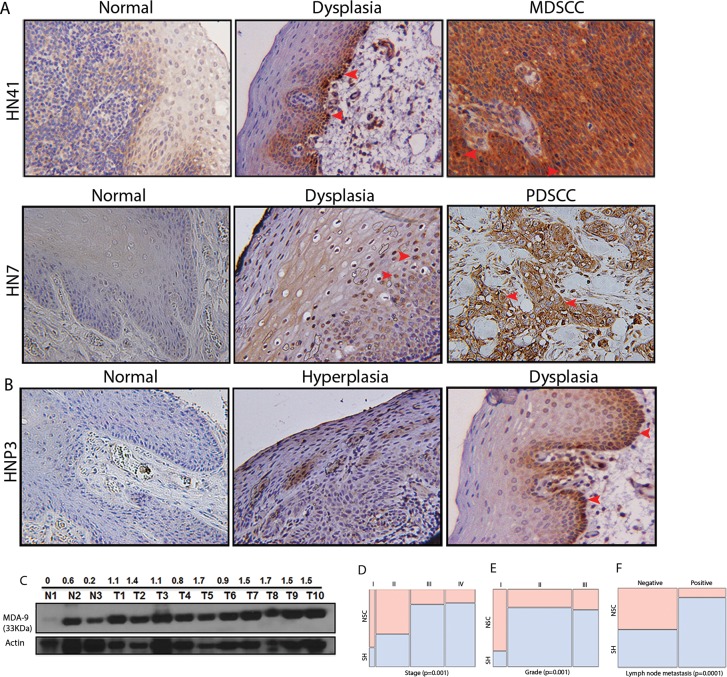
MDA-9/Syntenin expression pattern in HNSCC progression (A) Progressive increase in MDA-9/Syntenin expression was evident from normal to pre-neoplastic to corresponding metastatic squamous cell carcinoma (p=0.001-0.002). Both cytoplasmic and nuclear expression (red arrow heads) of MDA-9/Syntenin was evident in the dysplasia and the primary tumors. Magnification X 200. (B) MDA-9/Syntenin expression was also higher (p=0.02-0.03) in hyperplasia and dysplasia compared to normal squamous epithelial tissues. Magnification X 200. (C) Elevated expression level of MDA-9/Syntenin in primary HNSCC tumors by Western-blotting. Actin was used as loading control. (D-F) MDA-9/Syntenin expression was significantly associated with stage (p=0.001, D), grade (p=0.001, E) and lymph node metastasis (p=0.0001, F). Grade-I: WDSCC; grade-II: MDSCC; grade-III: PDSCC.

### MDA-9/Syntenin depletion halted HNSCC growth and invasion *in vitro* and *in vivo*

The magnitude of MDA-9/Syntenin expression and its association with HNSCC progression suggest a functional role for MDA-9/Syntenin in HNSCC tumorigenesis. To determine the impact of MDA-9/Syntenin abrogation on HNSCC growth and progression, we stably depleted MDA-9/Syntenin expression in 3 aggressive and poorly differentiated HNSCC cell lines FaDu, SCC-15 and O28 (Figure 2A). Since we observed similar level of depletion of MDA-9/Syntenin in different clones, a single clone was selected from each HNSCC cell line for subsequent analyses [4]. We observed decreased *in vitro* proliferation (Figure S1A, p=0.004-0.02), invasion (Figure S1B, p=0.01-0.02) and anchorage independent growth (Figure S2, p=0.02-0.04) in all the MDA-9/Syntenin depleted groups compared to the empty vector treated groups. Western blot analysis of MDA-9/Syntenin depleted HNSCC cells demonstrated marked reduction in the expression level of CyclinD1 (CCND1), CDK4, activated STAT3 (Tyr705), PI3K and CTNNB1 and slight decrease in CDK6 expression (Fig. 2B-E). Reversal of cellular proliferation (p=0.01) and accompanying increase in the expression level of CCND1, CDK4, activated STAT3 (Tyr705), PI3K and CTNNB1 were evident in the immortalized OKF6 cells following overexpression of MDA-9/Syntenin (Figure 3A-E). Co-immunoprecipitation of CTNNB1 and MDA-9/Syntenin was reported earlier [7]. We could pull down CTNNB1 by MDA-9/Syntenin in all but all the oral epithelial cell lines (Figure 3F).

**Figure 2:**
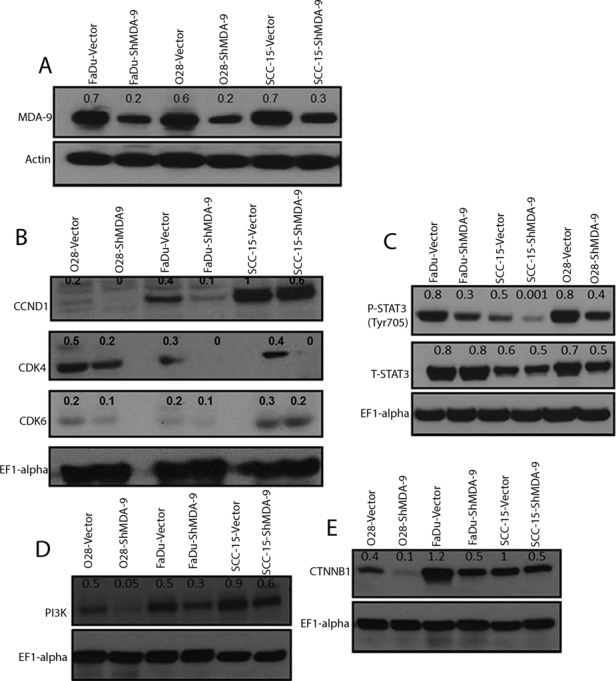
Impact of silencing of MDA-9/Syntenin in HNSCC cells (A) Effective knockdown of MDA-9/Syntenin was evident in 3 established HNSCC cell lines. Actin was used as a loading control. Marked downregulation of cell cycle regulatory molecules CCND1 and CDK4 (B), activated STAT3 (Tyr705, C) was evident by Western-blot analysis in the MDA-9/Syntenin depleted HNSCC cells as indicated. Decreased expression of PI3K (D) and CTNNB1 (E) was also evident by Western-blot analysis in the MDA-9/Syntenin depleted HNSCC cells.

**Figure 3:**
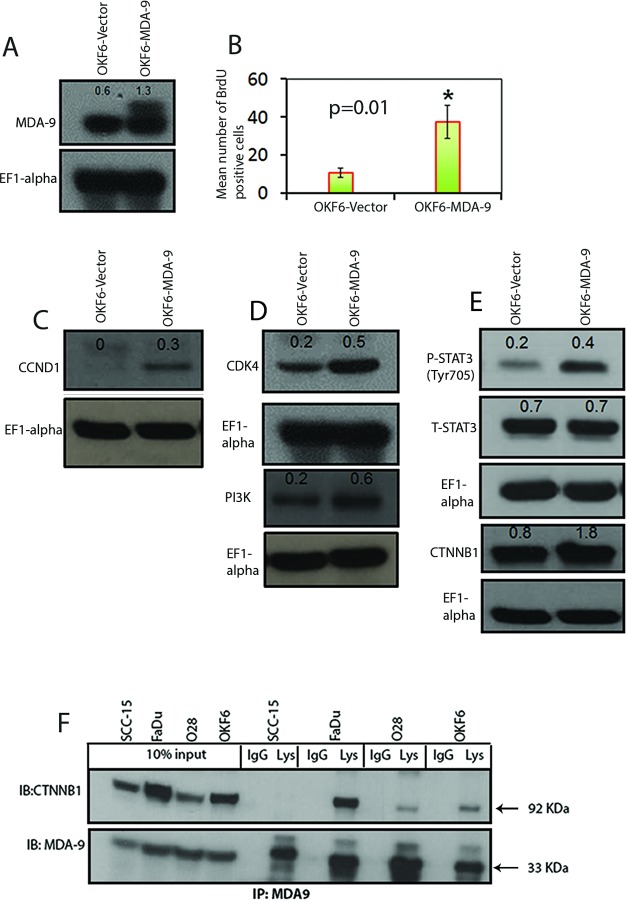
Effect of MDA-9/Syntenin overexpression on immortalized oral keratinocytes (A) MDA-9/Syntenin overexpression in the OKF6 cells as indicated. (B) Overexpression of MDA-9/Syntenin in OKF6 cells resulted in a significant increase in proliferation (p=0.01), compared to the empty vector treated group. (C-E) Marked upregulation of CCND1 (C), CDK4, PI3K (D), activated STAT3 (Tyr705) and CTNNB1 (E) in the MDA-9/Syntenin-transfected cells compared to the empty vector-treated cells as indicated. EF1-alpha was used as a loading control. (F) Co-immunoprecipitation of MDA-9/Syntenin and CTNNB1 in all but one oral epithelial cell lines. IgG: Control immunoglobulin G, Lys: Whole cell lysate used for IP analysis. IB: Immunoblotting; IP: Immunoprecipitation.

To determine the impact of MDA-9/Syntenin silencing on HNSCC growth *in vivo,* we implanted MDA-9/Syntenin depleted FaDu and SCC-15 cells subcutaneously in athymic nude mice. Under this *in vivo* setting, growth of the MDA-9/Syntenin depleted FaDu and SCC-15 xenografts was significantly reduced (p=0.01-0.02) compared to the empty vector treated groups (Figure 4A). A significant decrease in DNA-synthesis was also observed in the MDA-9/Syntenin depleted FaDu (Figure S3A, p=0.009) and SCC-15 (Figure S3B, p=0.014) xenografts compared to the empty vector treated groups. Similar to our *in vitro* observation, we confirmed a significant decrease in CCND1 expression level in MDA-9/Syntenin depleted FaDu and SCC-15 xenografts (Figure S4A, p=0.01-0.03). We also confirmed low expression of MDA-9/Syntenin in SCC-15 xenografts depleted of MDA-9/Syntenin (Figure S4B, p=0.01).

**Figure 4:**
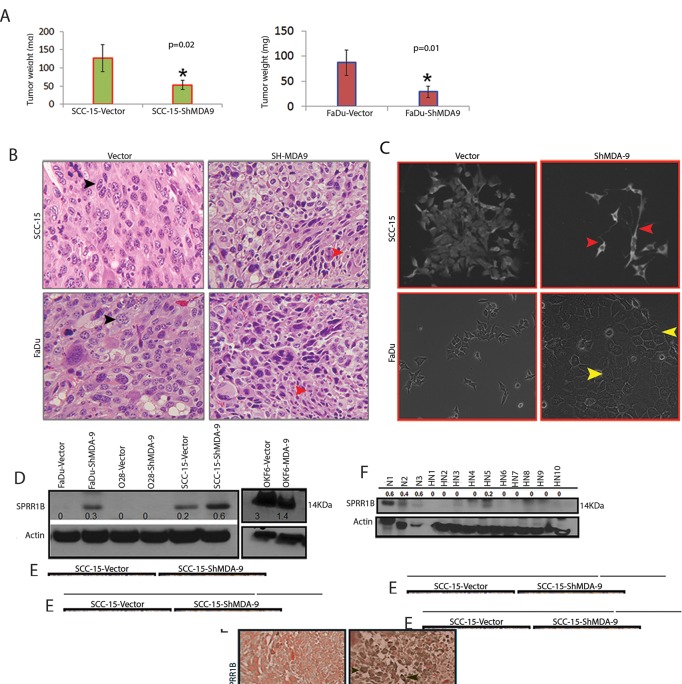
Effect of MDA-9/Syntenin depletion on tumor growth and differentiation of HNSCC cells (A) MDA-9/Syntenin depleted HNSCC xenografts exhibited decreased tumor growth (p=0.01-0.02). (B) Empty vector treated cells appeared poorly differentiated with more nuclear pleomorphism, larger nucleoli, and more clumped chromatin *in vivo* (left panel, black arrowheads) compared to the MDA-9/Syntenin depleted cells, which appeared moderately differentiated (right panel, red arrowheads). (C) Under *in vitro* condition, MDA-9/Syntenin depleted SCC-15 and FaDu cells also appeared more differentiated compared to the empty vector treated cells (right panel, red-and yellow arrowheads). Magnification X 200. (D-E) Restored expression of SPRR1B *in vitro* in all but one MDA-9/Syntenin depleted HNSCC cell lines (D) and SCC-15 xenograft (E). (F) SPRR1B expression was low or barely detectable by Western blotting in primary HNSCC tumor positive for lymph node metastasis (Table S1). Actin was used as loading control.

### MDA-9/Syntenin depletion induced differentiation of the HNSCC cells

MDA-9/Syntenin was initially discovered as a molecule associated with terminal differentiation (8). To understand the impact of MDA-9/Syntenin on HNSCC differentiation, we performed histopathological analysis (per pathologic guidance, RBW) of the MDA-9/Syntenin depleted FaDu and SCC-15 xenografts. We observed marked alteration in the differentiation pattern of the MDA-9/Syntenin depleted FaDu and SCC-15 cells compared to the controls (Figure 4B). Empty vector treated groups were poorly differentiated with more nuclear pleomorphism, larger nucleoli, and more clumped chromatin (Figure 4B, left panel black arrow heads) compared to the MDA-9/Syntenin depleted cells, which appeared moderately differentiated (Figure 4B, left panel and red arrow heads). The MDA-9/Syntenin depleted FaDu and SCC-15 cells also appeared more differentiated *in vitro,* compared to the empty vector treated groups (Figure 4C, arrow heads). 

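Gene expression was profiled in FaDu cells, an established line from a squamous cell carcinoma of the hypopharynx, that were stably transfected with the empty vector or with ShMDA-9, a short hairpin RNA against MDA-9/Syntenin. Each group had 3 samples, and 500 ng of RNA per sample was labelled for an Affymetrix expression array. The authors deposited log2 values of 22277 probe sets made by RMA, which corrects the background, equalizes the distributions of the arrays by quantile normalization and summarises the probes of each probe set. The medians of the 6 arrays lay between 6.46 and 6.48 and their 25th percentiles between 4.99 and 5.06, and the number of arrays limits the precision. Of the probe sets, 62 were controls, 1043 were listed with several genes and 2108 with none, and these were left out. The other 19064 probe sets stood for 11964 genes, each represented by its probe set with the highest mean. ShMDA-9 was compared with the empty vector by the moderated test of limma, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05 for the adjusted p. SDCBP, the gene of MDA-9/Syntenin, was lower in the ShMDA-9 cells on its single probe set, at 10.87 ± 0.07 (SD, n = 3) against 11.49 ± 0.15 (SD, n = 3). The log2 difference was -0.62 (standard error 0.10, adjusted p = 0.00537 from limma), which is 0.650 times the level in the empty vector cells, and all 3 ShMDA-9 arrays lay below all 3 empty vector arrays. The 30 genes nearest to SDCBP in gene order were taken among those above the array median on at least 3 arrays. Of these, 22 were also lower and 2 higher, with a median log2 difference of -0.63 over the 30. On empty vector replicate 3 and ShMDA-9 replicate 1 the bacterial control probe sets averaged 8.67 and 8.90, and on the other 4 arrays they lay between 9.27 and 9.62. The sources do not say whether the 3 samples of a group came from separate cultures. The p-values measure only the spread between these samples, which may be technical. The paper states that its later analyses used a single clone per cell line. No p-value here therefore covers differences between clones. A difference of the clone cannot be told apart from an effect of MDA-9/Syntenin loss.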

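SPRR1B encodes a small proline-rich protein that is cross-linked into the cornified envelope of squamous cells. Its mRNA rose 52.1-fold in the ShMDA-9 cells, from a log2 value of 4.19 ± 0.37 (SD, n = 3) with the empty vector to 9.89 ± 0.06 (SD, n = 3). Of the list of cornified envelope and epidermal differentiation genes, 22 of 32 were measured, and 13 of these rose, none fell and 9 did not pass the test (15 higher and 1 lower when adjusted over the list alone). Without empty vector replicate 2 or without ShMDA-9 replicate 2, 8 rose. PI3, an elastase inhibitor that is also built into the envelope, rose 12.5-fold, with a log2 difference of 3.64 (standard error 0.13, adjusted p = 8.67e-06 from limma). Smaller rises were measured for TGM1, a transglutaminase that cross-links the envelope, with a log2 difference of 0.92, and for the envelope protein involucrin (IVL), with 0.58. CSTA, the inhibitor cystatin A, did not pass, with a log2 difference of -0.22. The log2 difference of SPRR1B was 5.70 (standard error 0.17, adjusted p = 4.95e-06 from limma), and the 3 arrays of each group did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The list as a whole was higher relative to the other genes (adjusted p = 1.18e-07 from camera with a preset correlation between genes, and adjusted p = 0.17 with an estimated correlation). It holds SPRR1B and SPRR1A, whose rise the paper states, so its direction is not independent evidence. In the empty vector cells SPRR1B lay at the 12.9th percentile of all probe sets, near the background, and with all values raised to at least the 25th percentile of their array the rise was 29.7-fold. The paper reports this rise of SPRR1B mRNA together with the more differentiated appearance of the MDA-9/Syntenin depleted FaDu cells in culture (Fig. 4C), and it then follows SPRR1B as a protein (Fig. 4D).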

A cDNA microarray analysis of MDA-9/Syntenin depleted FaDu cells (Gene Expression Omnibus; #GSE57760) demonstrated a 52.1 upregulation of the mRNA level of SPRR1B, a key molecule associated with squamous epithelial cell differentiation [9-12]. Restored SPRR1B protein expression was confirmed *in vitro* in all but one HNSCC cell lines depleted of MDA-9/Syntenin by Western-blotting (Figure 4D) and SCC-15 xenograft (Figure 4E, p=0.001). Reversal of SPRR1B expression was evident following overexpression of MDA-9/Syntenin in immortalized OKF6 cells (Figure 4D). Western blot analysis demonstrated a low or barely detectable level of SPRR1B expression in all the 10 primary HNSCC tumors (1 WDSCC, 6 MDSCC and 3 PDSCC, Table S1) exhibiting high level of MDA-9/Syntenin expression compared to the normal counterparts (Figure 4F). Notably, one of the normal tissues (N1) with the highest level of SPRR1B expression had a barely detectable level of MDA-9/Syntenin expression (Figure 1C and 4F).

### MDA-9/Syntenin regulates SPRR1B through the PDZ domain

MDA-9/Syntenin appears to influence the expression of SPRR1B (Fig. 4). To determine whether MDA-9/Syntenin directly influences SPRR1B expression or vice versa, we stably overexpressed or depleted MDA-9/Syntenin in HEK293 cells or HEK293 cells stably overexpressing SPRR1B. Overexpression of MDA-9/Syntenin in HEK293 cells resulted in marked reduction of SPRR1B expression (Figure 5A). Stable overexpression of SPRR1B in HEK293 cells did not reduce MDA-9/Syntenin expression (Figure 5A). Depletion of MDA-9/Syntenin from the HEK293 cells resulted in marked increase of SPRR1B expression (Figure 5A). On the other hand, overexpression of MDA-9/Syntenin on HEK293 cells stably overexpressing SPRR1B (HEK293B) markedly reduced SPRR1B expression (Figure 5A). We also examined the impact of MDA-9/Syntenin overexpression on SPRR1B expression by FACS analysis as the exogenous SPRR1B expression was traceable through the attached GFP-tag in the HEK293 cells (Figure 5B). Frequency of the GFP positive cells reduced markedly following the overexpression of MDA-9/Syntenin in the HEK293 cells overexpressing SPRR1B (HEK293B, 32.8% *vs.* 99.7%, Figure 5B).

**Figure 5:**
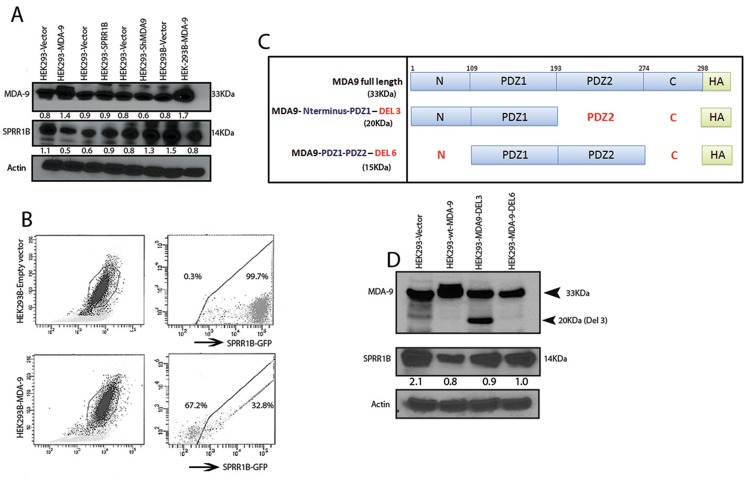
MDA-9/Syntenin regulation of SPRR1B (A) Stable overexpression of MDA-9/Syntenin in HEK293 cells (HEK293-MDA-9) markedly decreased SPRR1B expression compared to control (HEK293-Vector), but stable overexpression of SPRR1B in H3K293 cells (HEK293-SPRR1B) did not alter MDA-9/Syntenin expression compared to control (HEK293-Vector). SPRR1B expression was elevated following stable depletion of MDA-9 from HEK293 cells (HEK293-Sh-MDA-9) compared to control (HEK293-Vector). Overexpression of MDA-9/Syntenin in HEK293 cells stably overexpressing SPRR1B (HEK293B-MDA-9) reduced SPRR1B expression compared to the corresponding empty vector control (HEK293-Vector). Actin was used as loading control. (B) FACS analysis of the GFP-tagged SPRRB1 overexpressing HEK293 cells (denoted as HEK293B) revealed marked loss of GFP positive cells following overexpression of MDA-9/Syntenin compared to the empty vector transfected cells (32.8% vs. 99.7%). (C) The map of the various deletion constructs and the wild type MDA-9/Syntenin used to transfect HEK293 cells. (D) Overexpression of the wild type MDA-9/Syntenin or domains containing N-terminal plus PDZ1 or PDZ1 plus PDZ2 reduced SPRR1B expression in the HK293 cells as indicated. Actin was used as loading control.

MDA-9/Syntenin is known to interact with various molecules through the PDZ1 and PDZ2 domains [3-4, 7]. To identify the possible interacting domain(s) of MDA-9/Syntenin for SPRR1B regulation, we overexpressed two deletion mutants of MDA-9/Syntenin expressing the N-terminal plus PDZ1 or the PDZ1 plus PDZ2 domains along with the *wild type* version in HEK293 cells (Figure 5C). We analyzed the pooled clones for SPRR1B expression after antibiotic selection for two week. Along with the wild type (33KDa), overexpression of N-terminal plus PDZ1 domain of MDA-9/Syntenin (20KDa) resulted in marked reduction of SPRR1B expression (Figure 5D, lane 1-3). We also observed a similar pattern of decrease in the expression of SPRR1B following overexpression of MDA-9/Syntenin deletion mutant containing the PDZ1 plus PDZ2 domain (Figure 5D, lane 4). These results suggest PDZ1 as the potential domain responsible for SPRR1B regulation. Other than SPRR1B, cDNA microarray analysis of the MDA-9/Syntenin depleted FaDu cells (GEO GSE #57760) identified a 72-fold upregulation of KRT6A, another molecule involve in the regulation of HNSCC differentiation [11]. We confirmed the restored expression level of KRT6 (p=0.0008) by immunohistochemistry in FaDu and SCC-15 xenografts depleted of MDA-9/Syntenin (Figure S5).

### Silencing of MDA-9/Syntenin abrogated angiogenesis through the disruption of VEGFR1

Various angiogenic factors and receptor tyrosine kinase (RTK) molecules including VEGFR1, VEGFR3 play a key role in HNSCC progression [1-2, 13-14]. To understand the impact of MDA-9/Syntenin silencing on the expression of various RTKs and angiogenic factors, we performed an RTK and angiogenesis array on MDA-9/Syntenin depleted FaDu cells. The RTK array analysis identified markedly reduced expression of VEGFR1, VEGFR3, ERBb4, FGFR4 and c-RET in the MDA-9/Syntenin depleted FaDu cells (Figure 6A). Since VEGFR1 plays a pronounced role in HNSCC progression [13-14], we further evaluated VEGFR1 expression level in the MDA-9/Syntenin depleted and overexpressing cells. Decreased level of VEGFR1 was confirmed in all the MDA-9/Syntenin depleted HNSCC cell lines *in vitro* (Figure 6B), which was reversed following overexpression of MDA-9/Syntenin in immortalized OKF6 cells (Figure 6B). A high level of VEGFR1 expression was evident in 10 primary HNSCC tumors exhibiting elevated level of MDA-9/Syntenin (Fig. 6C). Significantly decreased VEGFR1 expression (p=0.001-0.003) was confirmed in MDA-9/Syntenin depleted FaDu and SCC-15 xenografts (Figure S6A). We also observed co-localization of MDA-9/Syntenin and VEGFR1 in FaDu cells and one primary HNSCC tumor HN41 positive for lymph node metastasis (Figure 6D, Table S1).

**Figure 6:**
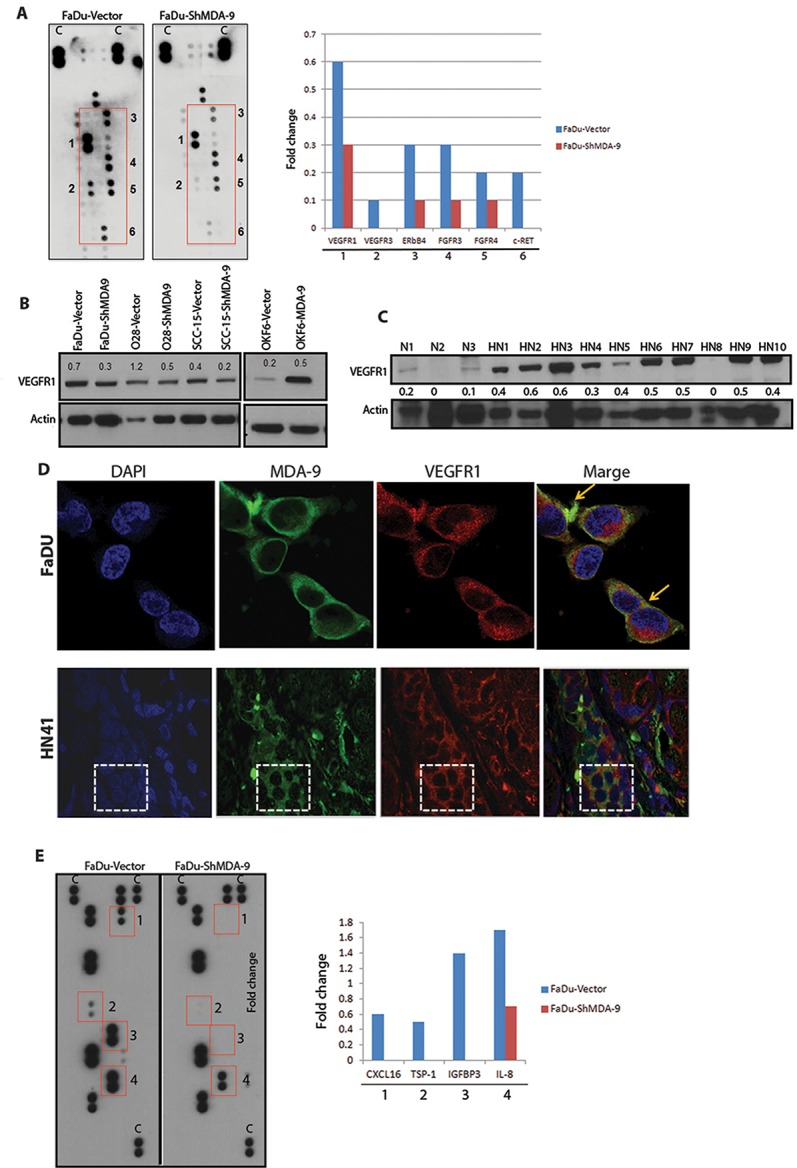
Impact of MDA-9 depletion on angiogenesis of HNSCC (A) A receptor tyrosine kinase array revealed a marked decrease in the level of expression of VEGFR1, VEGFR3, ERbB4, FGFR3 and c-RET in the MDA-9/Syntenin depleted FaDu cells (left panel) and indicated as fold change in the bar diagram (right panel). (B) Decreased or increased VEGFR1 expression following depletion or overexpression of MDA-9/Syntenin in HNSCC and immortalized oral epithelial cells respectively. (C) High VEGFR1 expression in all but one (HN8) primary HNSCC tumors positive for lymph node metastasis (Table S1). (D) Co-localization of MDA-9/Syntenin and VEGFR1 (arrows) was evident in FaDu cells and primary human HNSCC tumor (HN41). (E) Barely detectable expression level of CXCL16 (box 1), TSP-1 (box 2), IGFBP3 (box 3) and marked reduction in IL-8 (box 4) expression was observed in FaDu cells depleted for MDA-9/Syntenin compared to the control vector treated cells (left panel). C: control. The respective fold changes was shown in the bar diagram (right panel).

The angiogenesis array analysis revealed barely detectable level of CXCL16, TSP1, IGFBP3 and markedly decreased level of IL-8 in the MDA-9/Syntenin depleted FaDu cells (Figure 6E). On the other hand, the HUVAC cell assay exhibited marked disruption in the capillary tube formation *in vitro* when treated with conditioned medium obtained from MDA-9/Syntenin depleted HNSCC cell lines (Figure S6B). The mean vessel density as determined by the CD31 positivity was significantly decreased into the tumor surrounding stroma (Figure S7A, p=0.004-0.01) and the tumor beds (Figure S7B, p=0.001-0.009) of the MDA-9/Syntenin depleted FaDu and SCC-15 xenografts compared to their respective empty vector treated controls.

## DISCUSSION

Head and neck squamous cell carcinoma is a frequently recurrent disease with high mortality and limited treatment options beyond the conventional surgery and chemo/radiation therapy [1]. Little is known about the factors driving HNSCC invasion and poor differentiation despite the recent advancement [1]. The present study identified MDA-9/Syntenin as a molecule, overexpressed in primary and metastatic HNSCC tumors and influence HNSCC differentiation and angiogenesis.

MDA-9/Syntenin is located on human chromosome 8q (8q12), a frequently amplified region in HNSCC [15-16]. To understand the mechanism behind overexpression of MDA-9/Syntenin in the primary HNSCC tumors, we performed FISH analysis [4]. However, similar to our observation in uroepithelial cell carcinomas [4], we could not detect any amplification in 40 paired HNSCC cases analyzed (data not shown). Thus, other potential mechanism(s) such as activating mutation, miRNA regulation or regulation through other interacting molecules could be involved behind the elevated expression of MDA-9/Syntenin in the progressive stages of HNSCC. Somatic mutations within MDA-9/Syntenin in carcinomas of the colon, kidney, uterine cervix and breast are evident in the catalogue of somatic mutation in cancer database (COSMIC, http://cancer.sanger.ac.uk/). We have detected one somatic mutation within the coding regions of MDA-9/Syntenin in one HNSCC patient (HN41), which could be an activating mutation and possibly explains the reason for the progressive elevation of MDA-9/Syntenin from premalignant to the corresponding malignant lesion observed in this patient (unpublished observation). On the other hand, elevated MDA-9/Syntenin expression in premalignant lesions and its favorable impact on the growth of the immortalized oral epithelial cells following its overexpression, strongly suggest that early upregulation is beneficial to malignant transformation and progression.

Silencing of MDA-9/Syntenin reduced tumor burden in mice. Mechanistically, we observed a repression of key HNSCC growth associated molecules including CCND1/CDK4 [1], as well as upregulation of the differentiation factor SPRR1B following knockdown of MDA-9/Syntenin. SPRR1B (a.k.a cornifin) belongs to small-proline-rich protein family and is a squamous cell differentiation marker [9-12]. In GEO database, marked reduction of SPRR1B mRNA expression was evident in 68% (15/22) of primary HNSCC tumors compared to their corresponding normal (GEO #GDS2550), which supports our finding of barely detectable level of SPRR1B protein in moderate to poorly differentiated primary tumors and cell lines. Loss of SPRR1B was associated with the development of bronchial epithelial cells malignancy and skin squamous cells carcinomas [9-10]. Downregulation of SPRR1B was reported in poorly differentiated scirrhous gastric epithelial cancer cells with high metastatic potential [12]. Moreover, overexpression of SPRR1B was shown to augment entry of cells into the G0 phase of the cell cycle [17]. Possibly as a result, we have observed decreased DNA synthesis and proliferative activities of the MDA-9/Syntenin depleted HNSCC cells with restored SPRR1B expression. Recent studies by us and others have demonstrated the emerging role of MDA-9/Syntenin in regulating cellular proliferation in uroepithelial and breast cancer through various mechanisms [4, 18]. We could not detect SPRR1B expression in the most aggressive and poorly differentiated HNSCC cell line O28, indicating its unrecoverable loss favoring progression.

Perturbation of SPRR1B expression by the wt-MDA-9/Syntenin, through the PDZ1 containing domain, suggests that MDA-9/Syntenin mediates HNSCC terminal differentiation via SPRR1B expression. Our observation that MDA-9/Syntenin overexpression was evident in pre-neoplastic stages supports a model in which MDA-9/Syntenin mediated down-regulation of SPRR1B is an early event preventing terminal differentiation thereby aiding in tumor progression. Failure in normal differentiation was proposed as an important step in malignant transformation [10] and thus loss of normal differentiation regulators may allow tumor development and progression.

Other than SPRR1B, we cannot also rule out the possibility of the involvement of other squamous cell differentiation factors KRT6A, SPRR1A, KRT14 and KRT5 on inducing HNSCC differentiation [10]. These factors had 71.4, 40.4, 17.9 and 13.7 fold upregulation of their mRNA expression respectively (GEO GSE #57760) following the depletion of MDA-9/Syntenin in the HNSCC cells. 

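KRT14 and KRT5, the paired keratins of the basal layer of squamous epithelia, rose together in the ShMDA-9 cells. KRT14 rose 17.9-fold, from a log2 value of 7.62 ± 0.36 (SD, n = 3) to 11.78 ± 0.16 (SD, n = 3), and KRT5 rose 13.7-fold, from 8.07 ± 0.19 (SD, n = 3) to 11.85 ± 0.13 (SD, n = 3). SPRR1A, a cornified envelope protein closely related to SPRR1B, was measured by 2 probe sets, and both were higher. The brighter of them rose 4.78-fold, from 6.30 ± 0.26 (SD, n = 3) to 8.55 ± 0.17 (SD, n = 3), and the other rose 40.5-fold, from 4.40 ± 0.13 (SD, n = 3) to 9.73 ± 0.06 (SD, n = 3), but in the empty vector cells it lay at the 15.7th percentile of all probe sets, near the background, so this fold change is uncertain. The brighter probe set is of the kind whose probes can also bind related transcripts. Among the basal keratins, 3 of 4 were measured and all 3 rose, KRT15 with a log2 difference of 0.90 (adjusted p from camera 5.32e-05, and adjusted p = 0.16 with an estimated correlation). The other members are KRT14 and KRT5, whose rise the paper states, so the direction of this list is not independent evidence. Of the suprabasal and stress keratins, 8 were measured, of which 6 rose, none fell and 2 did not pass (6 higher when adjusted over the list alone, adjusted p from camera 5.79e-05, and adjusted p = 0.10 with an estimated correlation). These included KRT13 with a log2 difference of 1.98, KRT4 with 1.65 and KRT16 with 1.52. Of 6 simple epithelial keratins, 2 rose at low levels, KRT23 with a log2 difference of 0.78 and KRT20 with 0.31, none fell and 4 did not pass (2 higher when adjusted over the list alone), and KRT20 lost its call without any 1 of the 6 arrays. The abundant simple keratins KRT18 and KRT8 had log2 differences of 0.06 and 0.07. In limma's test the log2 difference was 4.16 for KRT14 (standard error 0.18, adjusted p = 2.13e-05), 3.78 for KRT5 (standard error 0.12, adjusted p = 4.95e-06) and 2.26 for the brighter SPRR1A probe set (standard error 0.14, adjusted p = 0.000101). The 3 arrays of each group did not overlap for any of these 4 probe sets (exact two-sided permutation test, p = 0.1 for each).

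**Figure D1:**
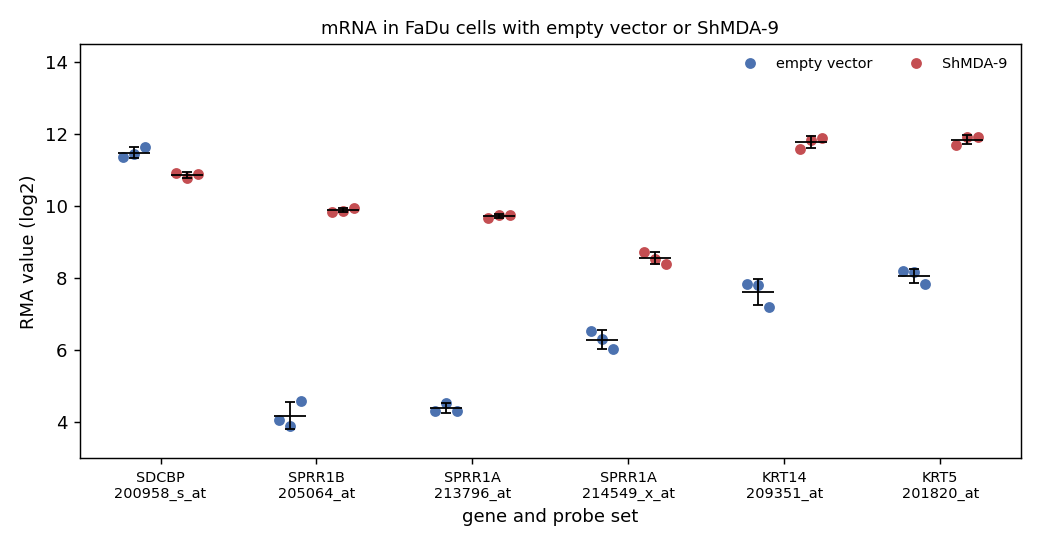
RMA values (log2, vertical axis) of the 6 probe sets of SDCBP, SPRR1B, SPRR1A, KRT14 and KRT5 (horizontal axis) in FaDu cells with empty vector or ShMDA-9. Points are the 3 arrays of a group, horizontal bars the mean and error bars the SD. SPRR1B moves from a mean of 4.19 to 9.89, the 2 SPRR1A probe sets start at 4.40 and 6.30, and SDCBP moves the other way, from 11.49 to 10.87.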

Restoration of KRT6A expression in MDA-9/Syntenin depleted HNSCC xenografts further support the above notion. Thus, MDA-9/Syntenin appears to play an important role in inhibiting squamous epithelial cell differentiation thereby favoring HNSCC progression. An earlier study demonstrated CTNNB1 induced loss of differentiation of differentiated mammary epithelial cells pointing towards it role in epithelial differentiation regulation and determining cells fate [19]. Beta-catenin was also found to co-localize with MDA-9/Syntenin [7]. Thus, co-immunoprecipitation of CTNNB1 and MDA-9/Syntenin, and alteration of CTNNB1 following MDA-9/Syntenin depletion or overexpression suggest for a MDA-9/Syntenin and CTNNB1 signaling axis in regulating HNSCC differentiation in concert with SPRR1B. Notably, MDA-9/Syntenin expression was detectable in the nucleus other than the adherens junction in the primary HNSCC tumors. However, it remains to be determined whether an interaction between MDA-9/Syntenin and CTNNB1 has occurred in the nucleus.

Various RTKs and non-RTK family of angiogenic and growth regulatory factors including VEGFR1, ERbB4, FGFR3/4, c-RET, CXCL16, TSP-1, IGFBP3 and IL-8 are involved and implicated in the overwhelming network of HNSCC angiogenesis, proliferation, invasion/metastasis and therapeutic resistance [20-30]. VEGFR1 in particular is frequently overexpressed and associated with increased angiogenesis, proliferation and poor survival of HNSCC patients [14]. Co-localization of VEGFR1 with MDA-9/Syntenin, high co-expression in primary tumors and its ablation following MDA-9/Syntenin silencing strongly suggest for their functional coordination to regulate angiogenesis in HNSCC. Possibly due to the disruption of VEGFR1 signaling in concert with the downregulation of other angiogenic and growth regulatory molecules ERbB4, FGFR3/4, c-RET, CXCL16, TSP-1, IGFBP3 and IL-8, we observed disrupted intratumoral and tumor surrounding stromal vasculature, capillary tube formation and hence halted HNSCC progression. Regional lymph node metastasis and lymphangiogenesis are the key components of HNSCC progression and significant predictors for the aggressiveness and outcome [31]. VEGFR3 was identified as a key factor associated with HNSCC lymphangiogenesis [31-32]. A positive correlation between MDA-9/Syntenin expression and lymph node metastasis and disruption of VEGFR3 in MDA-9/Syntenin depleted HNSCC cells is suggestive of a functional link between MDA-9/Syntenin and VEGFR3.

Taken together, we uncovered a novel role of MDA-9/Syntenin in HNSCC differentiation and angiogenesis. The resulting impact on HNSCC tumor development is mediated through the regulation of various squamous differentiation, proliferation and angiogenic factors including SPRR1B and VEGFR1 (Fig. 7). Many other molecules associated with HNSCC differentiation and angiogenesis were also altered following MDA-9/Syntenin depletion (Fig. 7) and our laboratory is currently examining their potential role. 

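In the FaDu arrays 978 genes were higher and 1026 lower in the ShMDA-9 cells, 119 and 168 of them at least 2-fold. Student's test after Benjamini-Hochberg gave 478 higher and 271 lower, 109 and 77 of them at least 2-fold. With a block for the replicate number 313 were higher and 239 lower, 116 and 112 of them at least 2-fold. Changes were ranked among those of the 11964 genes, each by its brightest probe set, that passed with no overlap between the groups. KRT6A was not among the 11964 genes, and the paper states a larger rise for it than for SPRR1B. The 10 largest rises included those of SPRR1B, KRT14, KRT5 and PI3. The others were the neutrophil chemokine CXCL5 (20.2-fold), the calcium-binding alarmin S100A8 (16.0-fold) and cyclin D2 (CCND2, 13.9-fold). With them came the collagenases MMP1 (11.3-fold) and MMP13 (10.7-fold), and the neurofilament gene NEFL (7.34-fold). In the empty vector cells CXCL5, NEFL and SPRR1B lay near the background, at percentiles 9.17, 7.64 and 12.9 of all probe sets. Their fold changes are therefore uncertain. With the mean of a gene's probe sets the log2 differences were smaller for CXCL5 (2.12), S100A8 (2.26), CCND2 (2.72) and NEFL (1.42), and among the falls below for PSG9 (-1.81), SCD (-1.26) and GOLGA8A (-1.13). With all values raised to at least the 25th percentile of their array they were 3.25 for CXCL5, 1.68 for NEFL and 4.89 for SPRR1B. The 10 largest falls included PSG9, a pregnancy-specific glycoprotein, with a log2 difference of -2.69, the fatty acid desaturase SCD with -2.54, the inhibin subunit INHBB with -2.46 and IGFBP7, which binds insulin-like growth factors, with -1.83. PSG5 and PSG4 fell too (-1.98 and -1.84), and the close copies of this family may share probes. The remaining falls were those of SLC25A21, GOLGA8A, MGAT4A and ASAP1, with log2 differences from -2.36 to -1.73. GOLGA8A did not pass without empty vector replicate 2 or 3 or without ShMDA-9 replicate 2 or 3. In the ShMDA-9 cells MGAT4A lay at percentile 19.4 of all probe sets, near the background, so the size of its fall is uncertain. Of the S100 genes of the epidermal differentiation complex, 13 were measured, 5 rose, none fell and 8 did not pass (5 higher when adjusted over the list alone, and 3 without ShMDA-9 replicate 2 or without ShMDA-9 replicate 3). S100A7 and S100A9 had log2 differences of 2.27 and 1.62, and the abundant S100A2 had 0.12 and did not pass (list adjusted p = 0.000104 from camera, and adjusted p = 0.12 with an estimated correlation). Of 15 kallikrein-related peptidases and inhibitors, 7 rose and 8 did not pass (8 higher when adjusted over the list alone). With the replicate block 4 rose, by Student's test after Benjamini-Hochberg 4, and in a test against a 2-fold change none. The log2 differences were 1.52 for SERPINB13 (0.60 with the mean of its probe sets), 0.77 for SLPI and 0.74 for SERPINB5. The list had an adjusted p of 0.000433 from camera, and of 0.10 with an estimated correlation. Of the 15 members of the desmosome and adherens junction list 5 rose, among them PKP1 (log2 difference 2.27), DSG3 and JUP (both 0.73), 2 fell, with -0.71 for DSG2, and 8 did not pass (7 higher and 3 lower when adjusted over the list alone, list adjusted p = 0.42 from camera). The falls numbered 5 without ShMDA-9 replicate 1, and neither of the 2 passed without empty vector replicate 2 or 3 or without ShMDA-9 replicate 2 or 3. Of 22 regulators of squamous differentiation 4 rose, ZNF750 with a log2 difference of 0.94, 1 fell, EHF with -0.68, and 17 did not pass. Adjusted over the list alone 6 were higher and 2 lower, and the list had an adjusted p of 0.42 from camera. Without ShMDA-9 replicate 1, 6 rose and 2 fell. Only 2 rose without ShMDA-9 replicate 2 or without any 1 of the empty vector arrays. EHF did not pass without empty vector replicate 2 or 3 or without ShMDA-9 replicate 2. The number of calls rests on single arrays: 461 genes were higher and 359 lower without empty vector replicate 2, 613 and 560 without empty vector replicate 3, 1412 and 1723 without ShMDA-9 replicate 1, 449 and 376 without ShMDA-9 replicate 2, and 431 and 351 without ShMDA-9 replicate 3, while the genes at least 2-fold lower numbered 254 without empty vector replicate 1, 105 without empty vector replicate 3 and 315 without ShMDA-9 replicate 1. Of the 168 genes that fell at least 2-fold, 150 also lay higher on empty vector replicate 3 than on the mean of the other 2 empty vector arrays, against 43.2% of all genes. Leaving out this array and ShMDA-9 replicate 1, which stood apart from their groups, an alternative chosen after seeing the data, gave 1677 genes higher and 1916 lower, 123 and 175 of them at least 2-fold.

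**Figure D2:**
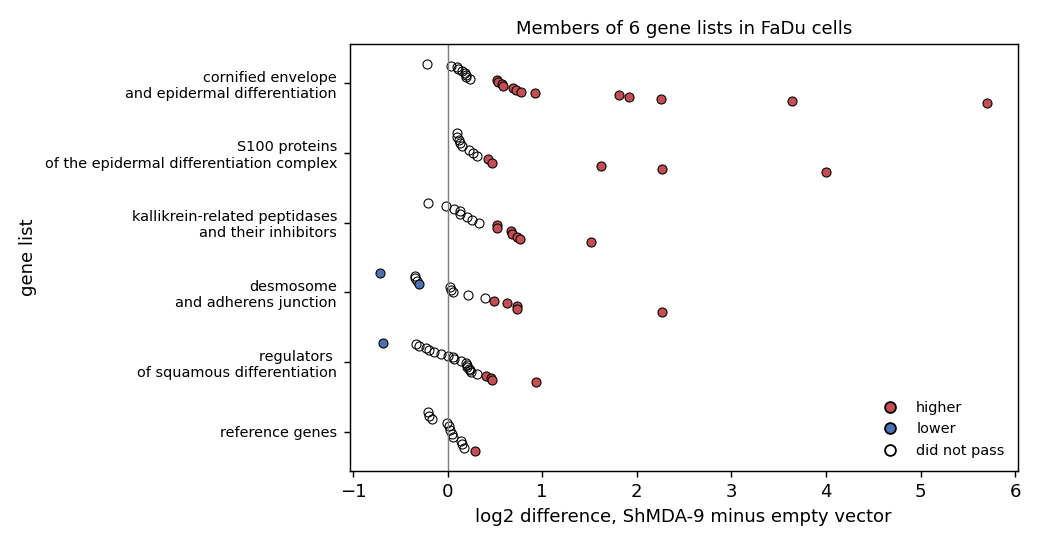
Log2 difference between ShMDA-9 and empty vector FaDu cells (horizontal axis) for each measured member of 6 gene lists (vertical axis). Each point is 1 gene, filled where it passed the test of limma. The cornified envelope list reaches 5.70 (SPRR1B), the S100 list 4.00 (S100A8), and the reference genes lie between -0.21 and 0.29.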

Based on our findings, MDA-9/Syntenin should be further explored for its potential to develop novel HNSCC detection and surveillance strategies.

**Figure 7:**
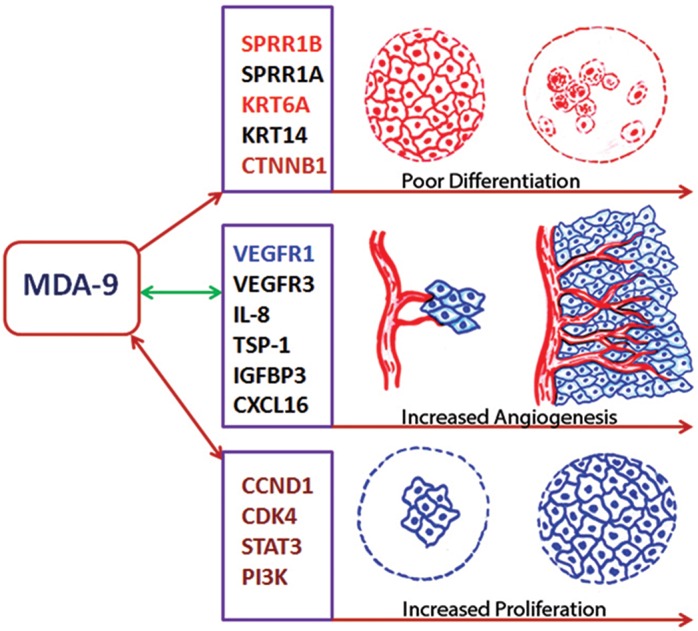
MDA-9/Syntenin regulation of HNSCC progression MDA-9/Syntenin alters differentiation, angiogenesis and proliferation of HNSCC via interaction with various molecules as indicated. Molecules exhibited in colors were confirmed for their involvement in HNSCC progression in concert with MDA-9/Syntenin. One sided arrow suggest for an MDA-9/Syntenin mediated disruption of the squamous differentiation factor(s), where as both sided arrows suggests for a cross talk between MDA-9/Syntenin and various angiogenesis and proliferation associated molecules.

## MATERIALS AND METHODS

### Tissue samples and ethical statement

Pre-constructed tissue microarray slides containing primary tumors and corresponding adjacent normal tissues or fresh frozen paired normal/tumor HNSCC tissues were purchased from commercial sources (US Biomax Inc.) and from the Virginia Commonwealth University (VCU) Tissue and Data Acquisition and Analysis Core (TDAAC) facility per IRB approved protocol. A panel of pre-neoplastic oral squamous tissues microarray (de-identified) containing hyperplasitc and dysplastic lesion was procured from the laboratory of Dr. Edward Sauter, Department of Surgery, The University of Texas Health Science center at Tyler. The demographic data of all the HNSCC patients along with MDA-9/Syntenin expression patterns are represented in Table S1.

### Cell lines and reagent

Authenticated FaDu, SCC-15 and HEK293 cells were purchased from ATCC and cultured in ATCC-recommended medium. Authenticated O28 and OKF6 cell lines were kind gift from the laboratory of Dr. David Sidransky, Johns Hopkins University. All cell lines were authenticated at the VCU core facility and periodically checked for mycoplasma contamination using a mycoplasma detection kit (Sigma # MP-0025). All tissue culture media and reagents were purchased either from ATCC or Invitrogen.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed using specific antibody in paired primary HNSCC and pre-neoplastic tissue specimens as described above [4]. MDA-9/Syntenin antibody was obtained from Abnova Corporation (dilution 1:200). The EGFR, CCND1, CDK4/6, CTNNB1, PI3K, STAT3, EF1-alpha and Beta-actin antibodies were procured from Cell Signaling (dilution 1:200). The VEGFR1 and SPRR1B antibodies were procured from Abcam. Anti-mouse and rabbit secondary antibodies were obtained from Jackson Immunoresearch (dilution 1:1000). All IHC and histological evaluation was done per pathologist's guidance.

### Plasmid Constructions and transfections

The wild type (*wt)* MDA-9/Syntenin cDNA (Gene ID: 6386) was subcloned into SalI and NotI sites of the phosphorylated cytomegalovirus pCMV/myc/cyto plasmid, which has an N-terminal myc tag (Invitrogen) as described [4]. For knock down (KD) experiments, MDA-9/Syntenin-specific shRNA was constructed and cloned into the BamI-HindIII sites of pRNA3.1 vector (Genescript Corporation, Piscataway, NJ) as described earlier. Various MDA-9/Syntenin deletion constructs were also described previously [4].

### SPRRB1 transfection study

HEK293 cells were stably transfected with a GPF tagged SPRR1B plasmid (pCMV6-AC-GFP, # RG220108, Origene Inc.). In select experiment, SPRR1B overexpressing HEK293 cells were also transiently or stably transfected with wt-MDA-9 or ShMDA-9 plasmids as described above.

### Cell Proliferation Assay

Proliferation of the transfected cells plated in triplicate wells was determined by a BrdU incorporation assay kit (Roche Diagnostics) as per the manufacturer's protocol [4]. Data are presented as mean ± S.E. of duplicate experiments.

### Soft agar assay and Cell Invasion Assay

The anchorage independent growth capabilities of the transfected cells were determined by soft agar colony formation assay as described earlier [33]. Cell invasion capacity was assessed using the Cell Invasion Assay Kit (BD Biosciences) [4].

### Dual color fluorescence in situ hybridization (FISH)

Dual color fluorescence *in situ* hybridization (FISH) was performed on formalin-fixed paraffin-embedded (FFPE) sections obtained from 40 HNSCC patients (HN21-HN60, Table S1) as described earlier [4]. All tumors had corresponding normal tissue. Specimens were considered amplified for *mda-9/Syntenin* when they demonstrated nuclei containing numerous red test probe signals with a test probe: control (CEP) probe ratio >2 [4]. Cases showing an increased number of test to control probe signals, but in a ratio of >1.2 but < or equal to 2 were scored as a low level gain for that respective test probe. Cases, in which both the test and control probes were equally increased in number, were considered to show polysomy for chromosome 8 [4].

### Dual color Immunofluorescence and confocal microscopy

Cultured cells or FFPE tumor sections were fixed in 4% paraformaldehyde as described [4] and stained with both the MDA-9/Syntenin (Abnova, 1:200 dilution) and VERGF1 antibodies overnight at 4 0C followed by staining with FITC or Texas red-tagged secondary antibody (Jackson Immunoresearch, 1:1000 detail for all abs) for 1 hour at room temperature. Cells were then washed thoroughly with PBS and mounted with Prolong Gold antifade reagent (Invitrogen) and observed immediately under a confocal microscope. At least 10-fields were randomly selected for examining the staining intensity and distribution pattern of the proteins.

### *In vivo* DNA synthesis analysis

We performed IF analysis of the FFPE xenogratfs with anti-DNA antibody (Acris antibodies # BM5520P) to measure the level of DNA synthesis as described above. DAPI was used for counterstaining of the nucleus. At least 10-fields were randomly selected for counting the positively stained cells from multiple mice and data were represented as mean ± S.E.

### Western blotting (WB) and Co-Immunoprecipitation (Co-IP) analysis

Preparation of whole cell lysates and Western blotting analysis was performed following standard protocols as described earlier [4]. The Co-IP analysis was performed as described earlier [4]. MDA-9/Syntenin antibody was procured from Abnova, whereas VEGFR1/SPRRB1 antibodies were procured from Abcam. The quantification of the images was done using Image J software with respect to the appropriate control.

### *In vivo* xenograft analysis

For tumor growth, 1 × 105 transfected cells (FaDu and SCC-15) in 1:1 mixture of PBS and matrigel were injected subcutaneously into athymic, 4-6 week-old male nude mice (Charles River) [6]. All experiments were performed in accordance with the Animal Care and Use Committee guidelines. Each group consisted of 6 mice and each experiment was repeated two times. Mice were examined every day and mice showing signs of morbidity were immediately sacrificed according to University guidelines. After 4 weeks, mice were sacrificed and tumor weights were taken. Tumors were immediately snap frozen as well as processed as FFPE for histological and IHC analysis respectively. Data presented as mean ± S.E. of duplicate experiments.

### Receptor tyrosine kinase (RTK) array

We procured human RTK array blot from R&D Systems (# ARY001B) and perform all the experiments as the manufacturer's protocol. The quantification of the images was done using Image J software with respect to the controls and data represented as mean ± SE of duplicate experiments.

### Angiogenesis array

We procured human RTK array blot from R&D Systems (# ARY007) and perform all the experiments as the manufacturer's protocol. The quantification of the images was done using Image J software with respect to the controls and data represented as mean ± SE of duplicate experiments.

### HUVAC cell tube formation assay

We procured HUVAC cells from Lonza Inc. and performed the tube formation assay using a kit and protocol available from CellBiolabs (# CBA-200). Cells plated on 10cm dishes were treated with conditioned medium obtained from the various transfected groups as per the manufacturer's specification. Tube formation was examined under a brightfield microscope at x 200 magnification.

### Microarray analysis of MDA-9/Syntenin KD FaDu cells

The microarray analyses were done in collaboration with the Department of Pathology, at VCU (C.I.D). Total RNA was extracted from 1×107 FaDu cells stably transfected with empty vector or ShMDA-9 (in triplicates). Cells were re-suspended in 300 μL of Trizol and total RNA was isolated using the MagMAX™-96 for Microarrays Total RNA Isolation Kit (InvitrogenTM Life Technologies, Carlsbad, CA). Microarray analysis was performed in triplicate as described earlier [34-35]. All data were submitted to Gene Expression Omnibus Data Base (#GSE57760).

### FACS analysis

FACS analysis was performed at the VCU core facility.

### Statistical Analysis

Chi-square, Fisher's exact or Student's *t* test tests were used when appropriate. All p-values were two-sided and all confidence intervals were at the 95% level. Computation for all the analysis was performed using the Statistical Analysis System (SAS) (KPS and SB).

## SUPPLEMENTARY MATERIAL FIGURES AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

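Gene expression was measured in 6 samples of FaDu cells, 3 stably transfected with the empty vector and 3 with ShMDA-9. For each sample 500 ng of RNA was labelled and hybridised to an Affymetrix expression array. The authors deposited log2 values per probe set, which the submitters' processing notes ascribe to RMA. Its version and the annotation build are not given in the sources used here. RMA subtracts background, sets the arrays to one distribution and summarises the probes of a probe set, so differences in total RNA between samples are removed. The medians of the 6 arrays lay between 6.46 and 6.48. No depth applies to arrays, and their number limits the precision.

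Gene symbols came from the platform annotation and were brought up to date through the gene identifiers of a RefSeq table (GRCh38.p14), used for names and for the order of genes only. Of 22277 probe sets, 62 were controls, 19064 had 1 gene symbol, 1043 had several and 2108 had none listed. Of those with 1 symbol, 19052 matched the table and the others kept the symbol of the annotation. The 19064 probe sets stood for 11964 genes, and a gene with several probe sets was represented by the one with the highest mean over the 6 arrays. Genes of probe sets with no listed gene are not analysed here, among them KRT6A, a keratin whose fold change the paper states.

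The groups were compared with limma 3.58.1 in R 4.3.3 (linear model with empirical Bayes moderation, 2 groups, no covariate). Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counted again at a log2 difference of at least 1. Comparisons of 3 arrays with 3 were also given an exact two-sided permutation test, whose smallest p is 0.1. In total 20 gene lists and 11 lists of cell type markers were fixed before the data were examined, as were the tests and the alternatives, apart from those named below. Each list was tested with camera at a preset correlation of 0.01 between genes, with an estimated correlation and with fry, and adjusted over the 20 lists. None of the 20 lists had an adjusted p under 0.05 with an estimated correlation.

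The genes named were those the paper names, the 10 largest rises and 10 largest falls among genes that passed with no overlap between the groups, up to 3 passing members of each list with the largest difference, and up to 2 of the brightest members of lists that mostly did not pass. A few others were named after their values were seen, as examples within a list. The fold changes that the paper states had been seen when this rule was written.

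The model was tested on simulated data with the means and spreads of the 11964 genes, of which 200 were changed by known amounts. For ShMDA-9 against empty vector it recovered 36.0% of genes changed by a log2 difference of 0.5, and 82.0% of those changed by 1. It recovered 100.0% of those changed by 2 or 4, and 11 unchanged genes were called. On the real arrays 2004 genes were called, and genes shared a gradient between arrays. The simulated rates therefore are not error rates of the real comparison.

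The alternatives were quantile normalization applied again, centring each array on its median and a floor at the 25th percentile of each array. Others left out probe sets that were not above the array's median on at least 3 arrays. Others took the mean or the most variable probe set of a gene, or each probe set on its own. The rest were an intensity trend with robust variances, Student's test, a test against a 2-fold change, a block for the replicate number and leaving out each array. The paper's methods name Student's test in general, not for the arrays. Both alternatives added after the data were seen left out a pair of arrays that stood apart from their groups, or took the mean of 24 bacterial control probe sets on each array as a covariate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.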

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

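The tests of the genes near SDCBP, of the displacement of fallen genes between arrays of 1 group, of the control probe levels with arrays left out and of the interferon-stimulated genes with the gradient removed were chosen after these results were seen, and so were the covariate fit and leaving out a pair of arrays.

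Several signals lie outside the genes that the paper discusses. Of 31 measured interferon-stimulated genes 23 were higher in the ShMDA-9 cells and 8 did not pass, with a median log2 difference of 0.78 (list adjusted p = 1.76e-13 from camera with a preset correlation, and adjusted p = 0.10 with an estimated correlation). Among single genes outside the paper's discussion, CXCL5 had a log2 difference of 4.34, S100A8 of 4.00 and CCND2 of 3.80. In the other direction PSG9 had -2.69, SCD -2.54 and INHBB -2.46. Genes on chromosome 15 had a median log2 difference of 0.39 (106 of 205 called higher, 7 lower), and genes on chromosome 8, where SDCBP lies, had -0.24 (18 of 254 called higher, 87 lower). The changes of single genes on these chromosomes, including those named in other sections, were not separated from these shifts. The real grouping called 2004 genes, and the highest of the other 9 splits of the 6 arrays called 0, by limma at the same threshold. The real grouping alone, 1 of 10 splits, called as many, and 10 splits are too few for a share under 0.05. Each of the other 9 splits put arrays of both groups on both sides. Any difference between the groups then adds to the spread within a side, so few calls were likely whatever its cause.

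SDCBP fell together with most of the genes around it. Its neighbours were taken in the gene order of GRCh38.p14, among 7054 genes bright enough to be ordered. The median log2 difference was -0.65 for the nearest 5 genes on each side, -0.63 for 15 and -0.51 for 25. Of these neighbours 8, 22 and 29 were called lower, and 1, 2 and 9 higher. The genes at positions -25 to -17 from SDCBP all had positive differences, among them RNF170 with 1.38 and HGSNAT with 1.20. SDCBP itself, with -0.62, lay within the quartiles of each window, so silencing of SDCBP alone does not account for the fall of the block. After the gradient between arrays of 1 group was regressed out, the medians were -0.39, -0.37 and -0.27, at percentiles 1.42, 0.911 and 1.34 of all windows of these lengths. The bound set for excluding the gradient, the lowest 1%, was met for 15 genes on each side but not for 5 or 25, so a part of the gradient stays open. Along the whole gene order, differences of next neighbours correlated across genes at 0.23 with the gradient removed, and the highest of 1000 shuffled orders reached 0.04. Shuffling also breaks up clusters of related genes that change together. The correlation therefore cannot tell a difference in copy number from such clusters. A regional difference in copy number between the clone and the vector cells is a candidate explanation; no DNA was analysed here, and how much of the fall of SDCBP came from the hairpin stays open.

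More genes fell than rose at least 2-fold, 168 against 119. This excess was kept by Student's t-test unadjusted (166 lower, 119 higher), with quantile normalization again (152 and 121), arrays centred (169 and 119) and the floor (137 and 111). It was also kept with dim probe sets left out (134 and 102) and with the mean (124 and 112) or the most variable (228 and 132) probe set. The excess was there too for each probe set on its own (269 and 162) and with the intensity trend (169 and 119). It was not there by the t-test after Benjamini-Hochberg (77 and 109), with the replicate block (112 and 116) or in the test against a 2-fold change (10 and 40). On empty vector replicate 3 and ShMDA-9 replicate 1 genes were displaced in the same direction from the other arrays of their group (r = 0.87 across 7056 genes, which are not independent replicates), and both arrays had the lowest levels of the control probe sets, 8.67 and 8.90, and the largest 3' over 5' log2 differences of the actin controls, 1.91 and 1.83 against 1.63 to 1.67. The GAPDH controls did not set both arrays apart, with 0.17 and 0.14 against 0.10 to 0.15. The genes that fell at least 2-fold had a median contrast of 0.36 between empty vector replicate 3 and the other empty vector arrays, and of 0.35 between ShMDA-9 replicate 1 and the other ShMDA-9 arrays. With the control probe level as a covariate, 109 genes were at least 2-fold lower and 121 higher. The control probe sets were higher in ShMDA-9 than in the empty vector arrays by 0.20 log2. Without empty vector replicate 3 this was -0.03, with 105 genes at least 2-fold lower and 116 higher, and without ShMDA-9 replicate 1 it was 0.41, with 315 lower and 125 higher. Without empty vector replicate 1 it was 0.36, with 254 lower and 128 higher. The counts did not follow the control probe level throughout: without empty vector replicate 2 it rose to 0.27, while 135 genes were lower and 120 higher. Without ShMDA-9 replicate 2 it was 0.05, with 112 lower and 120 higher, and without ShMDA-9 replicate 3 it was 0.13, with 119 of each. Leaving out both arrays that stood apart kept it at 0.18 and kept the excess, with 175 lower and 123 higher, so the excess does not rest on these 2 arrays alone. Across genes, gene span correlated at -0.34 (Spearman) with the group difference and at 0.38 with the contrast of empty vector replicate 3. Genes of larger span thus tended to lie lower in ShMDA-9 and higher on that array. A gradient of RNA amount, RNA quality or labelling between the groups is a candidate explanation of the excess, but its cause stays open. Which of these it was, and whether MDA-9/Syntenin loss moves cells along it, was not tested.

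Of the interferon-stimulated genes none fell, 25 were higher when adjusted over the list alone, and the lowest log2 difference was -0.12, for BST2, named after its value was seen. OASL, OAS2 and OAS1, genes of the antiviral response, had log2 differences of 1.93, 1.74 and 1.48. With the control probe level as a covariate the median of the list was 0.85 (bootstrap standard error 0.10), which argues against the part of the gradient that these probes track. With the gradient between arrays of 1 group regressed out the median was 0.89 (bootstrap standard error 0.11), which argues against this gradient as the whole of the rise. Without empty vector replicate 3 the median was 0.85, without ShMDA-9 replicate 1 it was 0.77 and without both 0.78. The list's median contrast was -0.20 between empty vector replicate 3 and the other empty vector arrays (bootstrap standard error 0.13) and -0.06 between ShMDA-9 replicate 1 and the other ShMDA-9 arrays. The first is too uncertain to exclude a displacement of -0.30, the bound set beforehand, so a small part from the gradient stays open. A response to the hairpin construct and one to the loss of MDA-9/Syntenin cannot be separated with an empty vector as the only control, and neither was tested. With a single clone, a difference of that clone from the vector cells cannot be separated from these either.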

How the results depend on the processing

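Leaving out a pair of arrays and the control probe covariate were chosen after seeing the data. SPRR1B, SPRR1A, KRT14 and KRT5 kept their direction and an adjusted p under 0.05 under every alternative, and so did SDCBP except in the test against a 2-fold change, which its log2 difference of -0.62 cannot pass. SPRR1B ranged from 4.89 with the floor to 5.94 without the pair, and SPRR1A from 2.04 without it to 5.34 with its most variable probe set. Counts moved more. Student's t-test called 1912 genes higher and 1370 lower unadjusted. After Benjamini-Hochberg it called 478 higher and 271 lower, 109 and 77 of these at least 2-fold. The test against a 2-fold change called 40 higher and 10 lower, all at least 2-fold, as its stricter null asks. Each probe set on its own gave 1360 higher and 1799 lower, 162 and 269 at least 2-fold. Without the pair 1677 were higher and 1916 lower, and with the covariate 2129 and 2097, with 109 at least 2-fold lower. Leaving out each array gave 431 to 1412 higher, 351 to 1723 lower, 116 to 128 at least 2-fold higher and 105 to 315 at least 2-fold lower. With the replicate block 313 were higher and 239 lower, 116 and 112 of these at least 2-fold. In the cornified envelope list 7 rose with the block, 6 by the t-test after Benjamini-Hochberg and 4 in the test against a 2-fold change. Of the interferon-stimulated genes 17 rose with the block, 15 by the t-test after Benjamini-Hochberg and 2 in the test against a 2-fold change. The numbers do not pair the samples: deviations of same-numbered arrays correlated across genes at -0.73, 0.31 and -0.55, and only empty vector replicate 2 correlated best with its own number.

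Values that changed sign passed in neither setting. Leaving out each array did this to CD63 (-0.041 to 0.030), CDH1 (-0.048 to 0.097), CDK6 (-0.044 to 0.043), CDKN2A (-0.0065 to 0.15), EEF1A1 (-0.0070 to 0.043), GAPDH (-0.00096 to 0.058), KRT18 (-0.035 to 0.12), KRT8 (-0.043 to 0.15), PERP (-0.050 to 0.077), RELA (-0.075 to 0.12) and RET (-0.0034 to 0.17). Without the pair they were CD63 (-0.025), CDH1 (-0.011), CDK6 (0.026) and PERP (-0.013), and with the covariate CD63 (-0.023), KRT18 (-0.0097), KRT8 (-0.016) and RELA (-0.053). The mean probe set turned EEF1A1 (-0.024), FLT1 (0.11) and RELA (-0.012), the most variable one CTTN (0.28), EEF1A1 (-0.017) and FLT1 (0.26), and the floor FLT1 (0.038). Of the lists, with adjusted p, fry turned cell cycle (0.28), kinase inhibitors (0.19) and syntenin partners (0.33), and leaving out dim probe sets turned simple keratins (0.96), cell cycle (0.93) and the CCND1 amplicon (0.68). Leaving out each array turned kinase inhibitors (0.70 to 0.99), cell cycle (0.48 to 0.97) and reference genes (0.75 to 0.90), and leaving out the pair turned reference genes (0.87). The causes were not tested. Fry also gave an adjusted p under 0.05 to 4 lists that did not pass by camera. These were desmosome and adherens junction (0.015), regulators of squamous differentiation (0.014), the paper's receptors and factors (0.00089) and the EGFR family (0.0019). In the empty vector cells several genes that rose lay near the background, NEFL at percentile 7.64, CXCL5 at 9.17, MMP3 at 11.9, KRT20 at 12.7, SPRR1B at 12.9, the dimmer SPRR1A probe set at 15.7, EFNB2 at 17.3, S100A7 at 19.9, MAF at 20.7, FGF4 at 22.4 and SERPINB13 at 24.8, which limits their fold changes.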

Differences from the paper's values

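For SPRR1A the paper's fold change is 40.4, and the value here, from the gene's probe set with the highest mean, is 4.78. Of the alternatives set before the data were examined, taking the most variable probe set gave 40.5, within the paper's value. The mean of both probe sets gave 13.9. The other alternatives with a fold change of their own, which were quantile normalization again, centring, the floor, leaving out dim probe sets, the intensity trend, the replicate block and leaving out each array, gave 4.37 to 5.22, and none of these came within 1.5 times of the paper's value. The values for SPRR1B, KRT14 and KRT5 were within 1.5 times of the paper's in the same analysis. This section covers only the mRNA fold changes that the paper states. THBS1 and FGFR3 mRNA went against the direction of the paper's protein arrays, as described below.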

Other observations

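Beyond squamous differentiation, some secreted factors and proteases changed in the ShMDA-9 FaDu cells, while 20 of 39 and 11 of 24 members of their lists did not pass. Of the 39 measured members of a wider list of angiogenic factors 15 rose, 4 fell and 20 did not pass (18 higher and 5 lower when adjusted over the list alone, adjusted p = 0.000516 from camera and adjusted p = 0.12 with an estimated correlation). The chemokine CXCL3 had a log2 difference of 2.43, the cytokine IL6 of 2.11, VEGFC of 1.22 and VEGFA of 0.64, and ADM and CCN2 fell with -1.36 and -1.19. Of 24 extracellular proteases, laminins and integrins 10 rose, 3 fell and 11 did not pass (11 higher and 3 lower when adjusted over the list alone, adjusted p = 0.000303 from camera and adjusted p = 0.12 with an estimated correlation). MMP3 had a log2 difference of 1.68 (0.80 with the floor at the 25th percentile), and the integrin subunit ITGB1 fell with -0.83. The falls of this list numbered 1 without empty vector replicate 3, and none of the 3 passed without empty vector replicate 2 or without ShMDA-9 replicate 2 or 3. On the mesenchymal side of the epithelial-mesenchymal transition 7 of 21 genes rose and none fell (7 higher when adjusted over the list alone, adjusted p = 0.00320 from camera and adjusted p = 0.30 with an estimated correlation), with AXL at 1.10, SNAI2 at 0.92 and CDH2 at 0.76 (log2 differences), and 4 rose without ShMDA-9 replicate 2 or 3.

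Of 44 genes of the cell cycle and DNA replication 4 rose, 3 fell and 37 did not pass (5 higher and 4 lower when adjusted over the list alone). Their median log2 difference was 0.03 and their mean -0.04, and camera placed the list on the lower side (adjusted p = 0.82). CCNB2, UBE2C, RRM2 and FOXM1 rose with log2 differences of 0.51, 0.51, 0.48 and 0.48. CCNE2, MCM4 and KIF11 fell with -1.09, -0.66 and -0.55, and MCM4 is one of the genes near SDCBP that fell together with it. For the other genes of the list, the shift of their chromosome was not taken into account. The count rests on single arrays, with 7 higher and 10 lower without ShMDA-9 replicate 1, 7 higher without empty vector replicate 1, and 1 lower without empty vector replicate 2 or 3 or without ShMDA-9 replicate 2 or 3. Of 6 cyclin-dependent kinase inhibitors CDKN1A rose with 1.19 and CDKN1B fell with -0.45 (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.93 from camera).

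For molecules that the paper measured as proteins, the arrays give the mRNA alone. Of 11 growth regulators, among them EGFR, for which the paper lists an antibody but states no protein result, 3 fell, none rose and 8 did not pass (1 higher and 4 lower when adjusted over the list alone, adjusted p = 0.42 from camera). PIK3CB, PIK3R3 and EGFR fell with log2 differences of -0.77, -0.54 and -0.47. CCND1 had -0.28, CDK6 -0.01, CDK4 0.22, STAT3 0.21 and CTNNB1 0.18, and none of these passed. CCND1 did pass as lower with its most variable probe set (-0.38, adjusted p = 0.044) and without ShMDA-9 replicate 1 (-0.35, adjusted p = 0.036). It also passed in both fits chosen after seeing the data, without a pair of arrays (-0.28, adjusted p = 0.026) and with the control probe covariate (-0.23, adjusted p = 0.017). By Student's t-test its p was 0.039 unadjusted and 0.16 after Benjamini-Hochberg. PIK3CB and EGFR, like CCNE2, KIF11 and CDKN1B above and FGFR3 and SDHA below, did not pass without empty vector replicate 2 or 3 or without ShMDA-9 replicate 2 or 3. The others were PIK3CD with 0.42, PIK3CG with 0.12 and PIK3R1 with -0.30, and PIK3CD passed as higher without ShMDA-9 replicate 1 (0.55). Of the 11 growth regulators 1 rose with the most variable probe set and 1 without the pair of arrays. With the control probe covariate 2 rose, and 2 by Student's t-test unadjusted. Of 9 receptors and factors on the paper's protein arrays, THBS1 and FGFR3 rose with 0.78 and 0.39, IGFBP3 fell with -1.16 and 6 did not pass (2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.42 from camera). CXCL8 had 0.53, FLT4 0.31 and FGFR4 0.20. The paper's protein arrays showed less TSP-1 (THBS1), IL-8 (CXCL8) and IGFBP3 in the depleted cells. Its Fig. 6 legend also lists FGFR3 as decreased. Among these, IGFBP3 mRNA alone fell. THBS1 and FGFR3 mRNA went the other way, and CXCL8, also positive, did not pass. CXCL16, barely detectable as a protein in the paper, was not among the 9 measured. FLT1, the gene of VEGFR1, had -0.07, RET 0.07 and ERBB4 0.07. In the empty vector cells FLT1, RET and ERBB4 lay at percentiles 20.0, 23.7 and 23.5 of probe sets, and PIK3CG above at 8.88. These levels are near the background, so the small differences of these genes do not show unchanged mRNA. Of 10 genes of the EGFR family and its ligands TGFA rose with 0.59 and ERBB3 fell with -0.54 (2 higher and 2 lower in all, 3 higher and 2 lower when adjusted over the list alone, adjusted p = 0.43 from camera). Of this list 1 rose and 1 fell without empty vector replicate 2 or without ShMDA-9 replicate 3, and 1 fell without empty vector replicate 3 or without ShMDA-9 replicate 2.

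Of 17 partners of syntenin 3 rose, 4 fell and 10 did not pass (5 higher and 5 lower when adjusted over the list alone, adjusted p = 0.73 from camera). EFNB2 rose with a log2 difference of 2.78 (1.97 with the mean of its probe sets), and PTK2 and RAB5A fell with -1.06 and -0.93. Without empty vector replicate 2 or without ShMDA-9 replicate 2 or 3 only 1 of the 17 rose. Of 8 genes of the amplicon around CCND1, FGF4 and SHANK2 rose with 1.91 and 0.65, and the abundant CTTN and PPFIA1 had -0.16 and -0.23 (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.69 from camera). Of 12 reference genes SDHA rose with 0.29 and 11 did not pass (none when adjusted over the list alone, adjusted p = 0.92 from camera), with 0.03 for GAPDH and 0.01 for EEF1A1. The simple epithelial keratin list had an adjusted p of 0.42 from camera.

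Markers of other cell types were looked for as a check of the cells. All 11 measured general epithelial markers lay in the brightest 50% of probe sets and none was called, and 9 of 10 squamous markers did, with 6 of the 10 higher in ShMDA-9. In the same bright range lay 2 of 10 fibroblast, 1 of 9 endothelial, 2 of 9 leukocyte, 3 of 9 melanocyte, 1 of 7 urothelial, 3 of 10 hepatocyte, 2 of 9 neural and glial, 1 of 6 prostate and 6 of 10 breast luminal markers. Some of these markers were called too, whatever their level: 3 leukocyte, 3 hepatocyte, 3 neural and glial, 1 melanocyte and 1 urothelial marker were higher in ShMDA-9, and 3 breast luminal, 1 leukocyte, 1 melanocyte and 1 urothelial marker were lower. No fibroblast, endothelial or prostate marker was called. The brightest of these lists' genes were TUBB3 with a mean of 11.92, XBP1 with 9.58 and GATA3 with 9.05.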
